A study of Mus musculus with 52 samples. Its data were reported in "The Tug1 lncRNA locus is essential for male fertility" (2020).

How the data were processed

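RNA was sequenced from wild-type mice and from mice homozygous for a deletion of the Tug1 locus (Tug1-/-), in which the gene body was replaced by a lacZ cassette while the promoter and the first exon were kept. The series lists 52 samples. Of these, 46 lie behind the tables read here: testes of 4 wild-type, 4 Tug1-/- and 3 rescue mice, prostate of 3 wild-type and 2 Tug1-/- mice, and eyes, heart, liver, spleen and mouse embryonic fibroblasts (MEFs, cells grown from embryos) from 3 samples per genotype. Rescue mice were Tug1-/- and carried a Tug1 transgene that doxycycline switches on. A brain comparison from libraries outside this series was also read. Testes of F1 hybrid mice, 6 samples in 2 groups, were not analysed here.

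The authors aligned the reads to the mouse genome with STAR, counted uniquely mapped reads per gene with featureCounts, removed genes with fewer than 3 reads in every replicate, and fitted each comparison with DESeq2. Whether reads were counted by strand is not stated. Each of the 9 tables holds, as deposited, a moderated log2 fold change per gene, with values pulled toward 0 where the data are weak. The authors' Wald statistic is a score equal to the log2 fold change over its standard error, and where a table lists no standard error it was computed from the other 2 values. The deposited p-value of each gene comes from the statistic after its null was rescaled to the spread seen in that comparison, and the adjusted p-value was deposited beside it. Expression is given by the authors as the group mean in TPM, a share of all transcripts corrected for gene length. All 20 columns of these values were used. No table holds values of single samples, so depth per sample is unknown and no interval for a group mean could be computed.

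Choices of tests, thresholds, alternatives and 12 marker lists were fixed before the data were examined. For tables of this kind the plan was to take the authors' adjusted p as deposited with no refit, and a gene was called changed at an adjusted p under 0.05. A fold change is the second group over the first: Tug1-/- over wild type, and rescue over Tug1-/-. Genes were joined by Ensembl gene identifier, since 30 gene names in the testes table occur more than 1 time. The scale of each null was recovered from the deposited p-value and statistic.

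Genes near Tug1 were those with their own transcription start within 1 Mb of the Tug1 transcription start, Tug1 itself left out, and these were called at an adjusted p under 0.05 and a fold change above 1.5. The share called inside was compared with the rest by a 2-sided Fisher's exact test. Genes called in more than 1 tissue were counted against 10000 permutations that kept the number of calls of each tissue (1-sided). Reciprocal genes were those called in both testes comparisons with opposite signs. Since the comparisons share the Tug1-/- libraries, 1000 draws (seed 7) were simulated with that sharing and with no rescue effect. Differences of a gene's log2 fold change between tissues were tested with Cochran's Q, Benjamini-Hochberg adjusted over the genes tested.

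Marker lists were tested with cameraPR of limma on the authors' Wald statistic, with a preset correlation of 0.01 between genes, 2-sided, and adjusted over all lists and comparisons. The planned lists cover Leydig, Sertoli, peritubular myoid and smooth muscle, endothelial and macrophage cells, spermatogonia, spermatocytes, round and elongating spermatids, epididymis and vas, nuclear subunits of oxidative phosphorylation, and ribosomal proteins. After the tables were seen, 6 lists were added (heat shock, immediate early, circadian, adrenal gland, seminal vesicle and prostate secretory genes), adjusted as a family of their own, and a list of 14 pancreas genes was written for 1 test in spleen.

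Genes are named by a rule. They are Tug1, the genes near it called in any tissue, the 3 called genes with the largest absolute log2 fold change per comparison and a mean of at least 1 TPM in either group, the 10 genes elsewhere called in most tissues (at least 4), the 5 reciprocal genes with the largest change in both comparisons, and genes the study discusses.

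The computing steps were tested on simulated data: with 200 changed genes per comparison, between 97.5% and 100% were recovered and at most 7.87% of calls were false. Those changes were set far outside the null, so high recovery was built in. The deposited adjusted p-values do not come from these steps, so their error rates were not measured. Of 200 permuted tables, 6 gave a Fisher p under 0.05. A set test on 20000 simulated genes found 200 of 200 shifted lists and called 5 of 200 lists with no shift. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1.

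Alternatives were a standard normal null for the deposited statistic, Benjamini-Hochberg adjustment of the authors' own p-value, thresholds of 0.01 and 0.1, a minimum of 1 TPM, a fold change above 1.5, windows of 0.5 and 2 Mb, fold changes from mean TPM, adjustment over the window alone, the brain or the window left out, correlations of 0.05 and 0.1 between genes, and ranks. A null whose spread was taken from genes of at least 1 TPM was added after the tables were seen.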

Results

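Tug1 itself fell in each of the 8 tissues. Its log2 fold change in the authors' deposited table was -5.04 in testes, -3.32 in brain, -6.62 in eyes, -4.96 in heart, -6.04 in liver, -5.85 in MEFs, -5.29 in prostate and -7.74 in spleen, with standard errors of 0.06 to 0.17. The largest of the adjusted p-values for Tug1 in the authors' deposited table was 1.21e-12. Mean expression in testes, by the authors' deposited table, was 40.1 TPM in wild type and 0.885 TPM in Tug1-/- mice. That left 2.21% of the wild-type mean in testes, against at most 0.512% in each other tissue. Rescue testes held 1.60 TPM in the authors' deposited table, with a log2 fold change of 0.73 over Tug1-/- testes (standard error 0.08, adjusted p 1.09e-12). The transgene thus brought Tug1 RNA to 4.0% of the wild-type mean. It encodes an isoform that lacks part of the 5' region, so this share depends on the gene model.

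As deposited, testes had the most changed genes: 1051 of 34865 tested, 703 higher and 348 lower in Tug1-/- mice. Brain had 94 of 23716, eyes 254 of 28210, heart 177 of 23382 and liver 286 of 20198. MEFs had 87 of 22253, prostate 302 of 23277 and spleen 250 of 26391. The rescue comparison had 179 of 34865, 32 higher and 147 lower. Groups in testes held 4 samples per genotype and prostate held 2 Tug1-/- samples, so counts of different tissues are not measures of effect on the same footing, and whether tissues differ in their number of changes was not tested. Most changes in testes were small, with a median absolute log2 fold change of 0.30, and 57 genes exceeded a 1.5-fold change. The median was 0.23 in brain, 0.46 in eyes, 0.46 in heart, 0.61 in liver, 0.61 in MEFs, 0.43 in prostate, 0.61 in spleen and 0.32 in the rescue comparison. The share of called genes that were higher ranged from 32.2% in MEFs to 80.1% in prostate, and was 66.9% in testes and 17.9% in the rescue comparison. The limit of a 1.5-fold change moved a count most, in testes to the 57 genes given above. Among settings without a fold change limit it was the null: with its spread taken from genes of at least 1 TPM, eyes had 21 changed genes instead of 254, while a standard normal null gave 670. Under the standard normal null eyes thus had more changed genes than testes, which had 642, so the order of the tissues depends on the null.

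**Figure D1:**
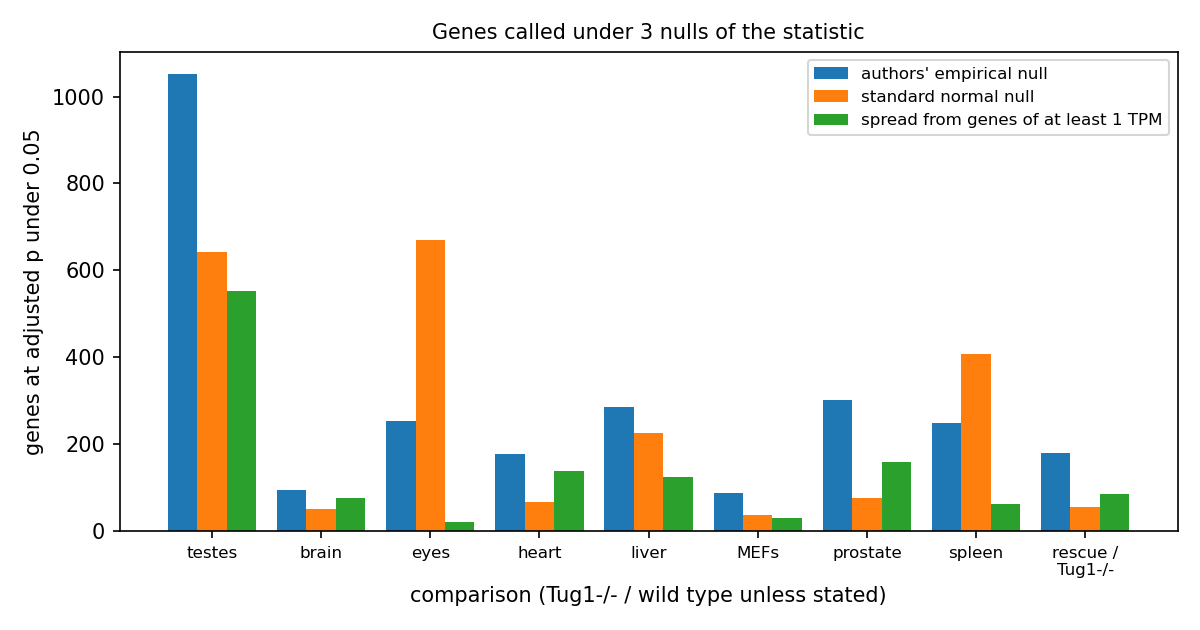
Number of genes at an adjusted p under 0.05 in each of the 9 comparisons (bars from 0), with the authors' null as deposited, with a standard normal null, and with a null whose spread comes from genes of at least 1 TPM. Eyes move most among these nulls, from 254 genes as deposited to 670 and 21.

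The largest changes outside the neighbourhood of Tug1 differed by tissue. In prostate, Caps2 rose from 0.187 to 34.7 TPM (log2 fold change 4.24) and Afm from 0.635 to 28.6 TPM (3.16) by the authors' deposited table. In spleen, the authors' deposited table gave Rps4l a rise from 15.2 to 187 TPM (log2 fold change 3.39) and Smarca5-ps a rise from 0.310 to 3.69 TPM (2.75). Liver Map10 rose from 0.266 to 3.60 TPM in the authors' deposited table (log2 fold change 2.44). In eyes, Pigr went from 2.00 to 6.55 TPM and Gm13136 from 0.793 to 2.86 TPM, with log2 fold changes of 1.18 and 1.12 in the authors' deposited table. MEFs had a fall of Tph1 from 10.9 to 3.14 TPM and a rise of Pcdhgb8, with log2 fold changes of -1.19 and 1.17 in the authors' deposited table. In heart, Rps4l had a log2 fold change of 1.51, and in brain Pcdhga7 one of 0.83, in the authors' deposited table. Rps4l has a close paralog, and Pcdhga7 and Pcdhgb8 belong to a cluster of similar genes, so uniquely mapped reads may be shared out unevenly among them.

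Genes near Tug1 were changed far more often than other genes. At an adjusted p under 0.05 and a 1.5-fold change, 6 of 61 genes within 1 Mb were called in testes, all higher (Fisher p 6.76e-10). The counts were 4 of 48 in brain (p 5.15e-10), 6 of 53 in eyes (p 7.61e-09), 6 of 49 in heart (p 2.83e-11), 4 of 42 in liver (p 3.13e-04), 3 of 50 in MEFs (p 3.18e-04), 5 of 47 in prostate (p 4.33e-08) and 3 of 51 in spleen (p 0.00218). Neighbouring genes are not independent, so these p-values describe the enrichment and overstate its certainty. In the rescue comparison 0 of 61 were called, with 6 at an unadjusted p under 0.05. Dropping the fold change threshold moved the testes count most, from 6 to 10. With p-values adjusted over the list alone and no fold threshold, 14 genes passed in testes, 8 in brain, 10 in eyes, 11 in heart, 4 in liver, 5 in MEFs, 6 in prostate, 8 in spleen and 1 in the rescue comparison.

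In all, 65 genes in the window were tested in at least 1 tissue and 9 were called. The 7 that rose all lie at lower coordinates than the Tug1 start, where 27 of the 65 lie, and 0 of the 38 on the other side rose (Fisher p 0.00128). Rnf185 was called in 8 tissues, with log2 fold changes of 0.76 to 0.96 in the authors' deposited table. Selenom was called in 7 tissues, with log2 fold changes of 0.57 to 0.96 over the 8 in the authors' deposited table. For 8430429K09Rik the count was 5 with the fold threshold and 6 without. Inpp5j, Gm11946 and Smtn were called in 3 tissues each and Pla2g3 in 2. Smtn rose most in testes, from 4.22 to 38.1 TPM (log2 fold change 2.87, adjusted p 2.96e-13, the smallest value printed there) in the authors' deposited table. Gm11946, which lies within Smtn on the other strand, rose there from 0.106 to 4.68 TPM (log2 fold change 2.39) in the authors' deposited table. Morc2a was called lower in 4 tissues, and by adjusted p alone in 8. It had log2 fold changes of -2.91 in liver (6.36 to 0.541 TPM), -2.66 in prostate (19.9 to 2.25 TPM) and -0.19 in testes (52.9 to 47.3 TPM, adjusted p 0.0106) in the authors' deposited table. Osbp2 was called lower in 2 tissues, with log2 fold changes of -2.04 in heart and -1.51 in liver in the authors' deposited table. The Morc2a and Tug1 genes overlap in opposite directions, and Rnf185 and 8430429K09Rik start next to each other, so a share of their reads could be misassigned if counting ignored strand.

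**Figure D2:**
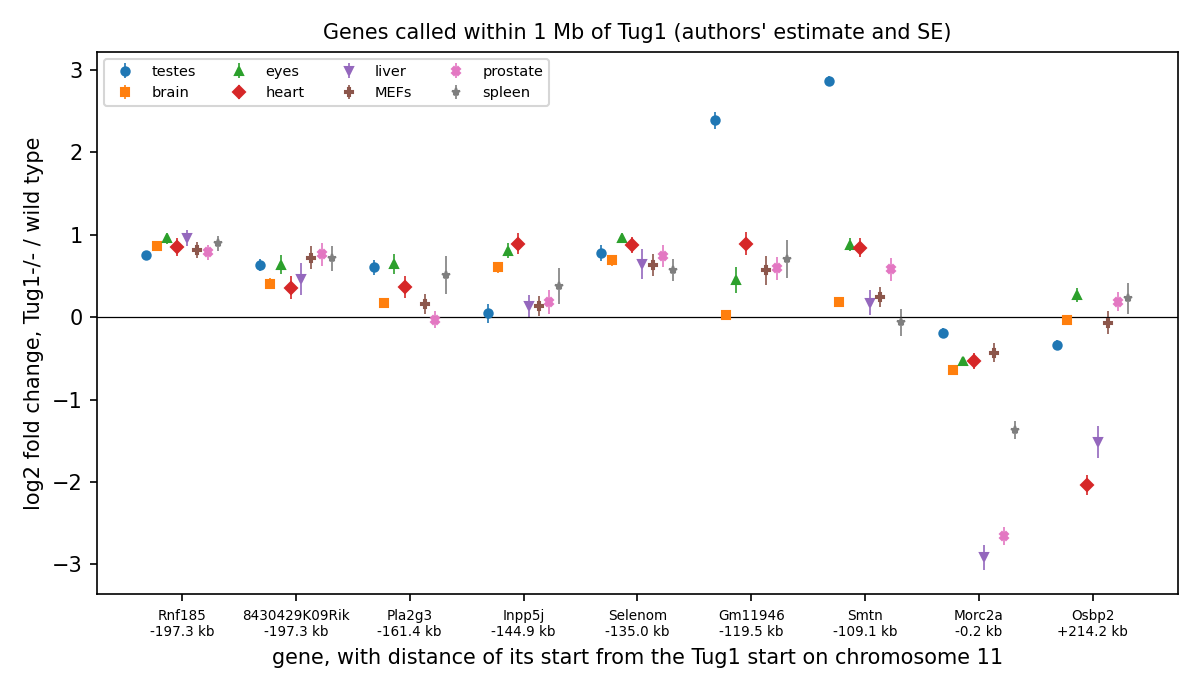
Moderated log2 fold change (Tug1-/- over wild type) and its standard error (lines) from the authors' deposited table, for the 9 genes within 1 Mb of Tug1 called in any tissue, by tissue, ordered by the distance of each gene's start from that of Tug1 in kb. The 7 genes called higher lie on 1 side, and Smtn in testes reaches 2.87.

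Most called genes were called in 1 tissue. The 8 tissues together gave 2139 called genes, 1898 (88.7%) of them in a single tissue and 945 in testes alone. The other 241 were called in more than 1 tissue, against a mean of 70.3 and a highest count of 103 over the permutations (p 1e-04, the smallest they can give). Permuted calls treat genes as alike, although highly expressed genes are more often called. A threshold of 0.1 moved the count most upward, to 430, and the null from genes of at least 1 TPM most downward, to 78. In at least 3 tissues there were 67 genes (permuted mean 1.30), and in at least 4 tissues 25, of which 19 lie outside the Tug1 window. Of the 231 genes outside the window that were called in more than 1 tissue, 178 had the same sign in each. Rps4l was called in 7 tissues, 3222401L13Rik and Pcdhga2 in 6 and Hspa8 in 5, while P4ha1, Hsph1, Smarca5-ps, Gm37233 and Pcdhgb8 are further genes of the named 10. Herpud1 was higher in 4 tissues and lower in testes, with a log2 fold change of -0.18 there in the authors' deposited table.

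Marker lists of somatic cells of the testis were higher in Tug1-/- testes. Leydig cell genes had a median log2 fold change of 0.30 and were higher in 12 of 12 (adjusted p 2.41e-13), with 7 called and 9 when adjusted over the list alone. Of that list, 3 Klk1b genes are also among the genes the study picked from these libraries, so for them the result is not independent evidence. Without them the median was 0.24, 9 of 9 were higher and 4 were called. Sertoli cell genes had a median of 0.28, 11 of 12 higher (adjusted p 4.60e-21; 6 called, 10 adjusted over the list alone). Macrophage genes had 0.31, 9 of 9 higher (adjusted p 4.45e-10; 5 called, 7 adjusted over the list alone). Peritubular and smooth muscle genes had 0.23, 6 of 7 higher (adjusted p 0.00541), while endothelial genes had -0.02 (adjusted p 0.764). Elongating spermatid genes had -0.13 with 0 of 11 higher (adjusted p 4.63e-06; 3 called, 5 adjusted over the list alone). Epididymis and vas genes had -0.05 (adjusted p 0.00900, but 0.112 at a preset correlation of 0.1; 4 called). At the preset correlation of 0.01, no shift past 0.05 was found for spermatogonia (0.06, adjusted p 0.726), spermatocytes (0.04, 0.145) or round spermatids (-0.01, 0.983). Nor was one found for oxidative phosphorylation (0.01, 0.788) or ribosomal proteins (-0.02, 0.157). With ranks, spermatocytes passed (adjusted p 0.0190, 8 of 9 higher), as did ribosomal proteins (0.0272, 59 of 75 lower).

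**Figure D3:**
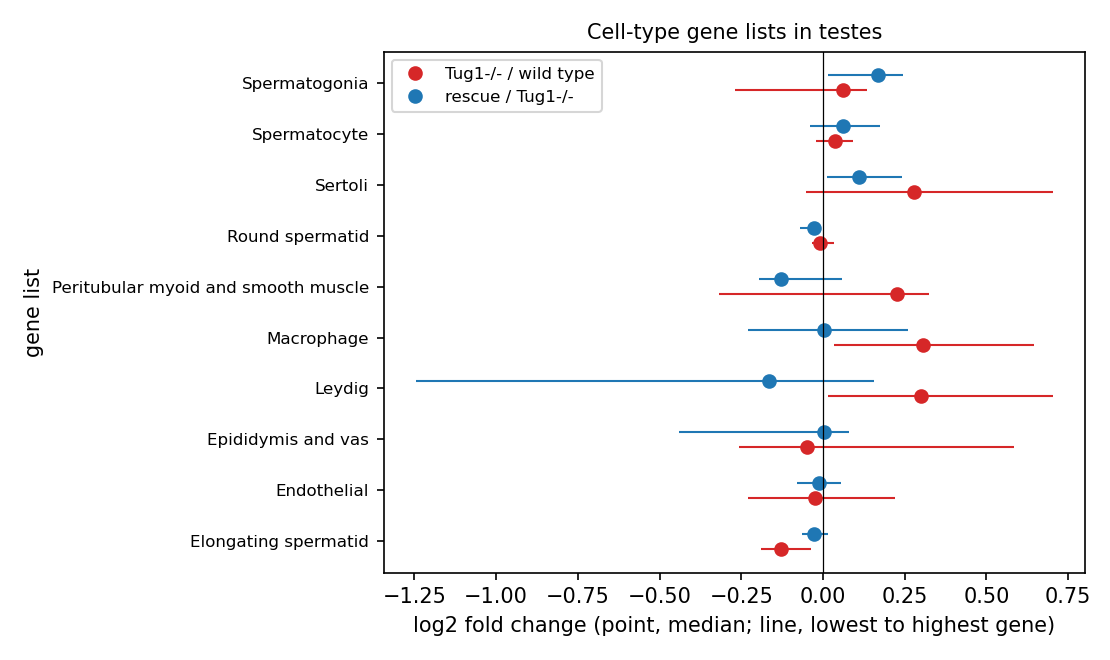
Log2 fold change of the 10 cell-type lists in testes, Tug1-/- over wild type (red) and rescue over Tug1-/- (blue), with the median of each list as a point and a line from its lowest to its highest gene. In Tug1-/- testes the medians of Leydig, Sertoli and macrophage genes are 0.30, 0.28 and 0.31, and that of elongating spermatid genes is -0.13.

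Of the 108 planned set tests, 32 had an adjusted p under 0.05, 21 higher and 11 lower, and 21 of them passed in all 5 settings. A preset correlation of 0.1 moved the count most, to 22. Tests that estimate the correlation from the samples, such as fry, could not be run because the tables hold no values of single samples, so which calls would hold under them is unknown. Macrophage genes were also higher in eyes (0.40, adjusted p 2.06e-08), heart (0.22, 1.23e-09), liver (0.39, 9.06e-11), prostate (0.43, 3.28e-17) and, weakly, spleen (0.05, 0.0422), where the call failed in each of the 4 other settings (0.0984 to 0.208). Oxidative phosphorylation genes were higher in eyes (0.30, 73 of 74 genes, adjusted p 1.39e-37), where 0 were called over all genes and 65 when adjusted over the list alone. They were higher with small medians in brain (0.05) and spleen (0.09) and lower in MEFs (-0.09) and prostate (-0.07), 5 of 8 tissues in all. At a preset correlation of 0.05 spleen (adjusted p 0.0985) and MEFs (0.169) no longer passed, and at 0.1 prostate (0.147) did not either, which leaves 2 of 8 tissues, brain and eyes. Ribosomal protein genes were higher in eyes (0.17, 75 of 75, adjusted p 1.28e-27; 0 called, 35 adjusted over the list alone), brain (0.06) and liver (0.10), and lower in heart (-0.06) and prostate (-0.08, 0 of 75 higher). The call in heart failed at correlations of 0.05 (adjusted p 0.0841) and 0.1 (0.288) and that in prostate at 0.1 (0.0513), so no lower call for ribosomal genes held at 0.1. Endothelial genes were higher in eyes (0.31, adjusted p 0.00170, but 0.0627 with ranks). Peritubular and smooth muscle genes were lower in heart (-0.30, adjusted p 4.63e-06), brain and MEFs and higher in eyes and liver, with the call in MEFs failing at 0.05 (adjusted p 0.0781) and that in eyes at 0.1 (0.0950).

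Rescue testes differed from Tug1-/- testes in fewer genes. The largest falls were in Klk1b27 (31.0 to 2.65 TPM, log2 fold change -1.25), Klk1b24 (-0.81) and Gsta3 (18.8 to 7.15 TPM, -0.77) in the authors' deposited table. Near Tug1, Rnf185 had a log2 fold change of 0.10 (adjusted p 0.326) and Smtn one of -0.15 (adjusted p 0.0692; 38.1 to 35.8 TPM) in the authors' deposited table. Leydig genes were lower in rescue testes (median -0.16, 9 of 12 lower, adjusted p 1.28e-27), with 3 called. Without the Klk1b genes the median was -0.11, 6 of 9 were lower, 0 were called and 6 passed an unadjusted p under 0.05. Sertoli genes were higher again (0.11, 12 of 12, adjusted p 6.37e-06), as were spermatogonia (0.17, 8 of 8, 3.21e-05) and spermatocytes (0.06, 0.00936, but 0.0866 at a preset correlation of 0.1), while peritubular genes were lower (-0.13, 0.00611). The rescue samples carry library codes partly apart from the other testes samples, so genotype and library block are not fully separable there.

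The comparisons of testes shared 53 called genes, and all 53 had opposite signs: 47 rose in Tug1-/- testes and fell in rescue testes, and 6 did the reverse. They make 5.04% of the genes changed in Tug1-/- testes and include Tug1. The other 998 were not called in the rescue comparison, which does not show that they stayed unrescued. For 30 of the 53 the rescue mean lay outside the range between the wild-type and Tug1-/- means. In all 53 the rescue mean was nearer to the wild-type mean than the Tug1-/- mean was, which choosing genes of opposite signs favours. A standard normal null moved the count most, to 25. Means for wild-type, Tug1-/- and rescue testes in the authors' deposited table were 1.22, 2.78 and 1.5 TPM for Stk32a, 0.849, 1.58 and 0.928 TPM for Adam23 and 4.10, 13.9 and 7.18 TPM for Serpina3n. For Klk1b27 the means in the authors' deposited table were 12.2, 31.0 and 2.65 TPM. Of the genes the study discusses, the authors' deposited table gave means of 4.83, 8.21 and 4.75 TPM for Mrap, 4.93, 13.2 and 6.48 TPM for Aqp2, and 10.8, 4.63 and 9.39 TPM for Gm28181. Ppargc1a had a log2 fold change of -0.06 in Tug1-/- testes (adjusted p 0.919) in the authors' deposited table.

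**Figure D4:**
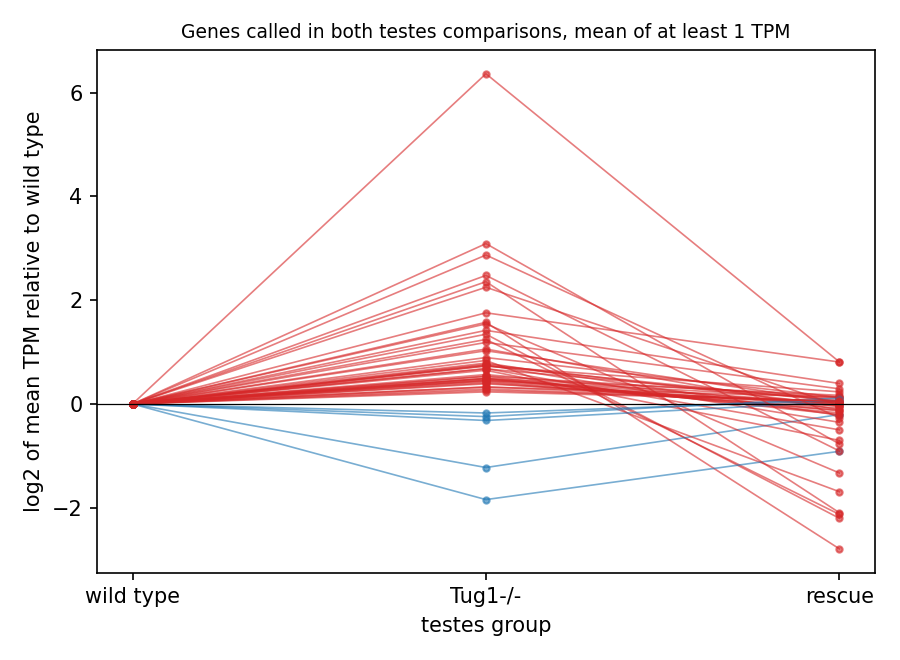
Log2 of mean TPM relative to wild type (vertical) in wild-type, Tug1-/- and rescue testes for the genes called in both comparisons with a mean of at least 1 TPM, Tug1 left out, with 1 line per gene, red where it rose in Tug1-/- testes and blue where it fell. These ratios are not moderated, so in Tug1-/- testes most, though not all, exceed the log2 fold changes in size. In rescue testes several genes pass below the wild-type level.

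Both comparisons use the same Tug1-/- libraries, which by itself makes their changes run in opposite directions. Across 34864 genes the Wald statistics of the comparisons had a Pearson correlation of -0.249, and genes are not independent replicates. With no true change anywhere, simulated sharing gave a correlation of -0.463 and a mean of 0.56 genes called in both. With the Tug1-/- effects kept and no rescue effect, the correlation was -0.331, with a mean of 0.977 genes of opposite signs. With unrelated rescue effects added, the correlation was -0.267 and the mean was 10.5. Outside the Tug1 window, 52 genes were observed.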

Values the study reported

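The paper describes 71 genes in a region of 2 Mb centred on Tug1. In knockout testes it names 6 of them as upregulated. Across tissues, the authors report 9 dysregulated genes near the locus, 7 up and 2 down. They found Rnf185 changed in 8 of 8 tissues, Selm in 7 of 8 and 8430429K09Rik in 6 of 8, and Morc2a in 4 of 8. According to the paper, 2139 genes were dysregulated in at least 1 tissue, about 89% of them in a single tissue. Of 1051 genes changed in testes, the authors call 53 reciprocally regulated by the transgene. Gene sets of oxidative phosphorylation were enriched in 7 of 8 tissues, the paper states. It used public gene sets at an adjusted p under 0.1, so its count and those given above differ in genes and threshold.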

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

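Of the tests of explanations in this part, the Spearman correlation for Morc2a and the first test of Rps4x were written before their results were seen, and the others were chosen only after the result was seen.

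Log2 fold changes of 19 genes, 9 near Tug1 and 10 called in many tissues, were tested for a difference between the 8 tissues, and 17 differed at an adjusted p under 0.05. Rnf185 (adjusted p 0.236) and 8430429K09Rik (0.0669) did not. The standard errors behind this test carry no spread beyond what the authors' model gives, and differences between the libraries of tissues are not excluded.

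Near Tug1, the highest and lowest log2 fold change lay 2.93 apart for Smtn (testes and spleen), 2.37 for Gm11946 (testes and brain), 2.72 for Morc2a (testes and liver), 2.31 for Osbp2 (eyes and heart), 0.85 for Inpp5j (heart and testes), 0.67 for Pla2g3 (eyes and prostate) and 0.39 for Selenom (eyes and spleen). Moderation of the log2 fold change that differs between tissues is argued against as the whole cause. In tissues of at least 1 TPM, 6 of these 7 genes lie at least as far apart in unmoderated ratios of mean TPM. Gm11946 and Pla2g3 had only 3 such tissues each, so their differences to brain and prostate are not covered. Moderation can contribute: in brain Gm11946 went from 0.0484 to 0.155 TPM with a log2 fold change of 0.02. Tissue-specific control of these genes may underlie the differences and was not tested.

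For Morc2a, reads of the overlapping Tug1 gene counted to it remain possible if counting ignored strand. The fall of Morc2a in TPM against the wild-type TPM of Tug1 over the 8 tissues gave a Spearman rho of 0.55 (exact permutation p 0.171) and a Pearson r of 0.69 (exact permutation p 0.0647). Without the 2 tissues farthest on the Tug1 axis, heart and liver, r was 0.21, so the relation rests on them. This test, written down beforehand, left the question open. A second test, added after the first was seen, asked whether a fixed share of Tug1 reads is enough. The fall per TPM of Tug1 lost ran from 0.143 in testes to 0.636 in prostate, a ratio of 4.46, which argues against a fixed share but not against a share that varies by tissue. The gene ranges in the tables share 180 bases, and in the later GENCODE release read here, where Morc2a starts earlier, the exons overlap by 483. With gene lengths taken so as to need least overlap, the fall would need 352 bases in testes, 652 in eyes, 654 in brain, 656 in heart, 743 in MEFs, 1020 in spleen, 1423 in liver and 1568 in prostate. A fragment that only reaches into the overlap can be counted too, so the limit was set at 983, the longer overlap and 500 bases more. Above it lie liver, prostate and, narrowly, spleen, which argues against reads from the annotated overlap as the whole cause there. The lengths behind the authors' TPM are not known. The needs of brain, eyes, heart and MEFs exceed the overlap itself but not this limit. In these 4 tissues and testes, misassigned reads and a true loss of Morc2a RNA cannot be told apart here. These tests take reads of the overlap as lost along with the rest of Tug1. The shared range holds the Tug1 start, and the deletion kept the first exon, so those reads need not have fallen. Whether they fell was not examined.

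A fixed share of Smtn reads counted to Gm11946 was also tested. In Tug1-/- mice Gm11946 stood at 12.3% of Smtn in testes, 4.93% in prostate and 0.513% in heart, and the ratio of highest to lowest was 23.9, which argues against it.

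A segment of the founder strain left beside the deletion might change genes near Tug1. In the 7 tissues other than testes, 0.595% of 672 gene and tissue pairs from 0.25 to 5 Mb away were called, against 0.846% on other chromosomes (Fisher p 0.671), and within 0.25 Mb it was 37 of 94. A long segment that alters genes along its length is thus argued against, while a short one is not covered. In testes, 5.22% of 115 genes from 0.25 to 5 Mb away were called, against 2.95% elsewhere (Fisher p 0.157), so there a segment and an effect of the deletion cannot be told apart with so few genes. Testes Tug1-/- and wild-type samples also carry different labels for the Neo cassette, and that difference goes with genotype.

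Among genes elsewhere, the highest and lowest log2 fold change lay 3.26 apart for Rps4l (spleen and testes), 1.45 for 3222401L13Rik (spleen and testes), 1.02 for Pcdhga2 (spleen and testes), 1.33 for P4ha1 (liver and MEFs), 1.17 for Hsph1 (spleen and testes), 1.02 for Herpud1 (prostate and testes), 0.60 for Hspa8 (spleen and brain), 2.74 for Smarca5-ps (spleen and brain), 2.11 for Gm37233 (spleen and eyes) and 1.09 for Pcdhgb8 (MEFs and testes).

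For Rps4l, reads of its paralog Rps4x counted to Rps4l were tested. Rps4x was called in 0 of the 7 tissues, but it is so abundant, with a mean of 333 to 2998 TPM in the authors' deposited table, that this test could miss a loss of reads. A second test, added after the first was seen, set the log2 fold change of Rps4x against the value it would have if the gain of Rps4l came from it. In brain, eyes, heart and liver Rps4x lay at least 3.47 standard errors above that value, which argues against the paralog there. In MEFs, prostate and spleen the test could not decide, and reads discarded because both genes share them are not covered. Within 2 Mb of Rps4l, 3.06% of 327 gene and tissue pairs were called over the 7 tissues, against 0.813% elsewhere (Fisher p 4.25e-04), though the same genes recur across tissues and are not independent. A candidate explanation is a segment of the other founder strain around Rps4l that differs between genotype groups. No sequence was read here, so it stays a hypothesis, and the nearby calls behind it come from 6 of 62 genes. MEFs, where Rps4l was also called, came from littermates according to the paper. A segment on another chromosome than Tug1 need not go with genotype there. An effect of the deletion on Rps4l, direct or indirect, remains possible and was not tested.

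Of 58 genes called in at least 3 tissues outside the Tug1 window, among genes tested in all 8 tissues, 16 lie within 1 Mb of another (mean 5.03 in random draws, p 0.0040), which would also be seen with strain segments. They include 7 genes of the protocadherin cluster on chromosome 18, where similar sequences share reads. Without protocadherin and zinc finger clusters, 4 of 47 lie that close (mean 3.45, p 0.516), so no excess was seen among the remaining genes. That count is too small to exclude single segments, and it includes the pair of Rps4l and Ccdc91. Strain segments and shared regulation within the families remain possible.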

How the results depend on the processing

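Alternatives gave 132 values for 21 results: 89 stayed within the same range, 43 moved by more than 1.5 times and 0 reversed. The cause was not tested for any move except those that follow from a stricter or looser threshold or from an added fold change limit. The null from genes of at least 1 TPM was chosen after the data were seen.

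With a standard normal null, changed genes numbered 642 in testes, 51 in brain, 670 in eyes, 68 in heart, 37 in MEFs, 76 in prostate, 408 in spleen and 55 in the rescue comparison. At a threshold of 0.01 there were 593 in testes, 105 in eyes, 84 in heart, 157 in liver, 39 in MEFs, 160 in prostate, 122 in spleen and 85 in the rescue comparison. At 0.1 there were 512 in eyes, 461 in prostate, 460 in spleen and 288 in the rescue comparison. A fold change above 1.5 left 57 in testes, 8 in brain, 79 in eyes, 30 in heart, 158 in liver, 49 in prostate and 134 in spleen. In the rescue comparison 10 of 179 genes exceeded this limit, a count not among the alternatives summed above.

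With the null from genes of at least 1 TPM there were 553 in testes, 21 in eyes, 124 in liver, 31 in MEFs, 159 in prostate, 63 in spleen and 85 in the rescue comparison. The share of higher genes in MEFs went from 32.2% to 45.2%. A low count here need not mean fewer real changes, since real changes also widen the spread.

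Within 1 Mb of Tug1, testes had 10 genes without a fold change threshold, and spleen had 5 with adjustment over the window alone. The reciprocal genes numbered 28 at a threshold of 0.01, 81 at 0.1, 25 with a standard normal null and 28 with the null from genes of at least 1 TPM. Genes changed in more than 1 tissue numbered 92 at 0.01, 430 at 0.1 and 78 with the null from genes of at least 1 TPM. In at least 4 tissues, 25 genes became 16, 38 and 13. The share called in a single tissue ranged from 86.2% to 92.4%.

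Of the 128 alternative values of the 32 set tests with an adjusted p under 0.05, 18 no longer passed. At a correlation of 0.1, 22 of the 32 passed. Of 393 values for 137 results of named genes, 28 no longer passed.

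No paired analysis was possible because the labels do not link animals of different groups. Size factors, no filter on low counts, a pseudocount, leaving out single replicates, a replicate block and other splits of the samples were not run, since the tables hold no values of single samples.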

Other observations

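Of the tests in this part, those on gene length and GC content were written before their results were seen, and the others were chosen only after the result was seen.

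The 53 reciprocal genes invite the view that the transgene restores expression. In simulations of the shared Tug1-/- libraries with no rescue effect, at most 5 genes of opposite sign were called in any draw, against 52 observed outside the Tug1 window, so chance in the shared libraries without any difference of rescue testes is argued against. If the Tug1-/- calls were all chance values of those libraries, the mean would be 63.0 genes, but then at least 96.2% of the Tug1-/- calls would have opposite signs in every draw. The observed share was 63.9%, which argues against chance as the source of all Tug1-/- calls. With the Tug1-/- effects kept and no rescue effect, the mean share was 66.6% (lowest draw 62.6%). The share of opposite signs thus gives no sign of a rescue effect. The simulation gives every gene the same spread, so chance in a smaller set of highly variable genes is not covered. Reciprocal genes kept a median of 0.57 of their log2 TPM ratio after moderation, against 0.724 for other called genes. In matched draws the median was 0.710 (1-sided permutation p 1e-04, the smallest they can give). A candidate explanation is therefore that genes varying more between libraries are overrepresented among them. An effect of the transgene remains possible and untested apart from library block.

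Tissue carried along with Tug1-/- testes was tested for the reciprocal genes by mean TPM, since moderated log2 fold changes stay near 0 for such tissue. For epididymal tissue in the Tug1-/- libraries, 3 of 11 epididymis genes other than Aqp2 were over 10 times higher in Tug1-/- than in rescue testes, among them Crisp1, at 760 and 0.348 TPM in the authors' deposited table. In wild-type testes Crisp1 stood at 427 TPM in the authors' deposited table, and 2 of the 11 genes were higher in Tug1-/- than in both other groups. Libraries of both genotypes thus seem to carry such RNA, and its share in the reciprocal genes, of which Aqp2 is in the list, cannot be told apart from an effect of the genotype. Adrenal genes of at least 1 TPM rose by a ratio of 1.39 at most in Tug1-/- testes, against a median of 1.66 for 42 of the reciprocal genes. This rests on 6 genes, some with a baseline in testes that would hide a small share, such as Chga at 10.9 TPM in wild type in the authors' deposited table. Pnmt and Cyp21a1, reciprocal genes outside the list that adrenal tissue also expresses, had means of 0.893, 4.97 and 0.476 TPM and of 1.99, 3.12 and 1.22 TPM in wild-type, Tug1-/- and rescue testes in the authors' deposited table. Adrenal tissue in the Tug1-/- libraries thus stays open. The moderated median of the list, a log2 fold change of 0.01 (adjusted p 0.955), does not bear on it.

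Higher Leydig, Sertoli and macrophage genes in Tug1-/- testes might come from a lower share of germ cells, which raises every other cell type alike. The median of these 3 lists exceeded that of endothelial genes by 0.32 (0.29 and -0.02, 33 and 7 genes, permutation p 6.8e-04), but the endothelial genes went both ways, from -0.23 for Vwf to 0.22 for Kdr. Peritubular and smooth muscle genes were higher too (median 0.23), so a lower share of germ cells cannot be told apart from other causes here. Genes matched on length and GC content gave a median of at most 0.0089 for any of the 3 lists, so these properties are argued against. More cells of these types, or higher expression in each, remain possible, and seminiferous histology was not analysed here.

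In eyes, genes matched on length and GC content to the oxidative phosphorylation list had a median log2 fold change of 0.089 against 0.30, and those matched to the ribosomal list 0.11 against 0.17. Of the matched ribosomal lists in eyes, 0.46% were as extreme, and the most extreme reached 0.23. In prostate, lists matched to the ribosomal list had a median of -0.055 against -0.081, and 0.69% were as extreme. Both properties are argued against as the whole cause but may contribute a part, and for the ribosomal list a large part.

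Heat shock genes were higher in 5 tissues: eyes (median 0.20, adjusted p 4.71e-06), heart (0.22, 4.07e-10), liver (0.26, 2.39e-11), prostate (0.22, 2.39e-11) and spleen (0.37, 3.58e-10). They were not in testes (adjusted p 0.457), brain (0.562) or MEFs (0.808), though a difference between these tissues was not tested. Immediate early genes were lower in 4 of the 5, among them heart (-0.26, adjusted p 7.74e-11) and spleen (-0.24, 6.07e-06), and higher in MEFs (0.19, 0.00493). Of the 13 calls among the 46 tests of added lists, 8 held in all 5 settings, among them the 5 for heat shock genes. The immediate early calls failed in each other setting in eyes (0.0672 to 0.231) and at a correlation of 0.1 in MEFs (0.0754). Circadian genes shifted as a list in liver alone (-0.12, adjusted p 0.0242), a call that failed in each of the 4 other settings (0.0816 to 0.187), and clock genes peak at opposite times, so such a test can miss a change of phase. Whatever their sign, their statistics lay farther from 0 than those of genes of like mean TPM in 2 of the 5 tissues, heart and liver (permutation p 0.0167 and 0.0120, 1-sided, adjusted p 0.0417 for each). Per2, which is not in the list, was higher in eyes, heart and prostate, with log2 fold changes of 0.32, 0.69 and 0.51 in the authors' deposited table. Harvest at another time of day thus stays open. A state of the animals or their handling that differed between the genotype groups is another candidate explanation, and the labels do not say which tissues came from the same animals. Across genes, Wald statistics of these 5 tissues had a median Spearman correlation of 0.164, against 0.0392 for other pairs of tissues, and genes are not independent replicates. Pairs with cultured MEFs, which share no harvest with the tissues, reached 0.219 with heart and 0.178 with spleen. With liver, prostate and eyes they were 0.104, 0.0250 and -0.0916. Pairs among the 5 tissues ran from 0.0967 to 0.274 and other pairs from -0.0916 to 0.219. These ranges overlap, so the correlations do not fully set the 5 tissues apart.

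In prostate, Caps2 and Afm rose from near 0 in a comparison with 2 Tug1-/- samples. Seminal vesicle carried along was tested: its genes had a median ratio of mean TPM of 1.10 and a highest of 3.30, against 45.0 for Afm, with Caps2 higher still. That argues against it. The moderated medians of the seminal vesicle list (-0.02, adjusted p 1.0) and the prostate secretory list (-0.03, adjusted p 1.0) would stay near 0 for carried tissue and add nothing. A rise in only 1 of the 2 Tug1-/- animals is argued against for these 2 genes: the model kept at least 0.563 of the log2 TPM ratio of both genes, against at most 0.0630 for the pancreas genes in spleen. A difference between the animals of the groups other than the deletion, such as strain background, was not tested.

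Some genes differed over 16 times in mean TPM while their moderated log2 fold change stayed under 0.3 in size: 79 in testes (71 lower in Tug1-/-), 59 in the rescue comparison (57 lower in rescue), 53 in prostate, 45 in spleen (39 higher), 41 in brain, 14 in MEFs, 11 in heart, 7 in eyes and 4 in liver. All 14 of 14 genes of a pancreas list were higher in Tug1-/- spleen, with a median ratio of 597 and 0 called. A mean of 945 TPM for Cela2a and 2154 TPM for Ctrb1 in Tug1-/- spleen, by the authors' deposited table, was far above the 1.43 and 3.14 TPM of wild type. Pancreas carried along in part of the spleen libraries is a candidate explanation. In testes, 9 of 11 epididymis genes were higher in wild type, 3 of them called, and in the authors' deposited table Lcn8 went from 799 to 0.244 TPM and Lcn5 from 680 to 0.0155 TPM. Epididymis carried along in part of the wild-type testes libraries is a candidate explanation. The values of Crisp1 and Cd52, the latter at 282 TPM in Tug1-/- and 3.12 TPM in rescue testes in the authors' deposited table, leave the same open for Tug1-/- libraries, and 17 of the 348 lower genes in testes belong to this kind.

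In 9 of 9 comparisons the spread of the statistic among genes of at least 1 TPM exceeded the scale of the null used, for example 1.47 against 1.10 in eyes. A candidate explanation is that genes of low expression narrow the null, which would make some calls of expressed genes too many. Real changes widen the spread as well, so the true number lies open between the settings.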
